A study of Mus musculus with 15 samples.

How the data were processed

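Bulk RNA was measured in 15 libraries of mouse CD8+ OT-I T cells, which carry a transgenic receptor for an ovalbumin peptide presented by MHC class I. The cells came from spleen and lymph nodes of female mice. The libraries fall into 5 groups of 3: unstimulated cells at 0 h, and cells stimulated for 8 h or 22 h with either of 2 stimuli. Immunofilaments (IF) are synthetic filaments that here carried peptide-loaded MHC and interleukin-2, used at 5 ng/ml. The other stimulus was 20000 dendritic cells (DC) per well, grown with Flt3 ligand and pulsed with the SIITFEKL peptide, a variant of the ovalbumin peptide. Each stimulated well held 50000 T cells. After culture the authors sorted viable CD8+ CD103− cells, and dendritic cells can carry CD103. Replicates are numbered from 1 to 3 in every group. Whether a number stands for the same animal in every group was not stated, so the numbers were used only in an alternative.

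The authors prepared the libraries with an adapted CEL-seq protocol, in which reverse transcription starts from a barcoded oligo-dT primer, samples are pooled after second-strand synthesis and the cDNA is amplified by in vitro transcription. Sequencing was paired-end on a NextSeq 500. The deposited tables hold counts per gene, as whole numbers without normalization, for 17493 genes, of which 370 had no count in any library. The tables give gene symbols with a chromosome and no coordinates. The aligner, the counting program, the genome build, the annotation, the use of strand and the use of molecular identifiers were not stated. Genes are therefore placed by chromosome only, and intervals and detection limits cover counting error only, since amplified reads need not be independent molecules. Where a gene shares exonic bases with another gene in the GENCODE vM21 annotation, this is said beside its value, because reads of either gene can have been counted for it.

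Counts were analysed in R 4.3.3 with edgeR 4.0.16 and limma 3.58.1. Genes were kept by filterByExpr with a minimum count of 10 and a minimum total count of 15, which left 10831 genes. At most 0.124% of any library's counts lay in genes left out. Libraries were scaled by TMM (trimmed mean of M values). A single quasi-likelihood model with 5 group means was fitted to all 15 libraries. Each stimulated group was compared with the unstimulated group, IF was compared with DC at each time, and the interaction tested whether the IF-DC difference itself changed between 8 h and 22 h. All tests were two-sided, with Benjamini-Hochberg adjustment within each comparison and a threshold of 0.05. Fold changes are on the log2 scale with a prior count of 0.125, and their errors are standard errors (SE). Expression values are normalised read counts (CPM, from edgeR's cpm function with TMM-scaled library totals), as mean ± SD over 3 libraries.

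Named genes were picked by rule. In each comparison of 2 groups these were the 3 genes with the highest and the 3 with the lowest log2 fold change among genes past the threshold, with a mean of at least 50 counts in the higher group, at least 1 library above 3 counts in the lower group and no overlap of both groups' CPM values. A panel of 12 activation genes was reported in every comparison. Where a gene list is described, its 3 genes with the smallest p-value in that comparison could be named.

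Gene lists, 331 genes in all, were tested with camera (limma) on log2 CPM with a preset correlation of 0.01 and a prior count of 2, adjusted by Benjamini-Hochberg over 91 tests of 13 lists in 7 comparisons. The lists were T cell activation, effector molecules, naive and quiescent T cell, interferon-stimulated, IL-2 and STAT5 targets, NF-κB targets, cell cycle, ribosome biogenesis, glycolysis, cholesterol synthesis, amino acid and ATF4 response, dendritic cell, and B cell genes. Lists with fewer than 5 tested genes had no test, which left out neutrophil and erythrocyte genes with 2 tested genes and Y-linked genes with 0. Fry and camera with an estimated correlation were run beside the preset one. The share of each library's counts in the dendritic cell list was compared between IF and DC by a two-sided exact permutation test on 3 against 3 libraries, whose smallest possible p-value is 0.1.

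The response shared by both stimuli was summarised by genes past the threshold in the same direction and by the correlation across genes of both log2 fold changes. Both changes are measured against the same controls, so the correlation was set beside 20 simulations in which all 15 libraries were drawn from the unstimulated means. The groups, comparisons, tests, gene lists, panel, naming rule and most alternatives were fixed before the data were examined.

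Alternatives changed one choice at a time: DESeq2 size factors or library size alone in place of TMM, no low-count filter, a mean of at least 10 CPM, DESeq2 1.42.0 in place of edgeR, only the groups compared in the fit, the replicate number as a block, counts thinned to the smallest library, mitochondrial genes left out, an adjusted p-value of 0.01, an absolute log2 fold change of at least 1, and each library left out in turn. One further alternative, without genes that hold an A-rich stretch, was added after seeing the data. A stretch was 18 nt with at least 15 A, at least 200 nt from the 3′ end of a reference transcript. Sequences were searched with Python 3.11.15, and plots were drawn with matplotlib 3.10.9, numpy 2.4.6 and pandas 2.3.3.

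The procedure was tested on simulated data with 200 changed genes among 10291, all at 5 CPM or more. EdgeR recovered 58.5% of them at the threshold, 87% of those changed 4-fold and 30% of those changed 2-fold, and 5.65% of its calls were false. DESeq2 recovered 70.5% with 14.5% false calls. For the interaction edgeR recovered 39.5%. Camera called 0 of 50 random lists of 25 genes and gave a raised list a p-value of 2.42e-50. The simulated genes were drawn independently of each other, so this does not measure false calls for lists whose genes vary together. Cells kept in culture without a stimulus were not analysed here, so a difference from the unstimulated group at 0 h holds the stimulus and the time in culture together.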

Results

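Gene expression was measured in CD8+ OT-I T cells before stimulation and after 8 h or 22 h with immunofilaments (IF) or peptide-pulsed dendritic cells (DC), with 3 libraries in each of the 5 groups. Total counts ran from 4957658 to 7958411 in unstimulated cells and from 2892874 to 5572030 at IF 8 h. They ran from 6490604 to 9821932 at DC 8 h, from 7991069 to 19806730 at IF 22 h and from 8032837 to 10992612 at DC 22 h. Between 11427 and 13591 genes had at least 1 count per library. Mitochondrial genes took 11.5% to 15.9% of the counts and the 10 most abundant genes took 11.9% to 17.02%. The Y-linked gene Ddx3y had 2 counts in IF 8 h replicate 3 and 0 in every other library. Pairs of replicates differed by 9.52 to 103 times the variation of counting alone (chi-square per degree of freedom). TMM factors were 0.857 to 0.872 in unstimulated libraries and 0.951 to 1.11 in stimulated ones.

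**Figure D1:**
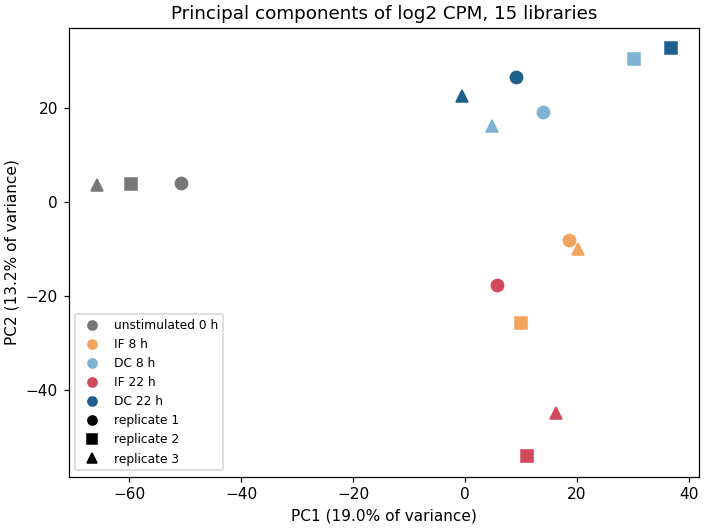
First and second principal component scores of log2 CPM over the tested genes, each axis with its percent of the variance; each point is a library, colours mark groups and shapes mark replicates. The first component (18.97% of the variance) places unstimulated libraries between −65.7 and −50.7 and all others between −0.558 and 36.8, and the second (13.2%) places IF libraries between −54.0 and −8.00 and DC libraries between 16.4 and 32.8.

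In the plot of principal components, unstimulated libraries lay apart from all stimulated libraries on the first component and IF libraries lay apart from DC libraries on the second. Within IF 22 h, replicates 2 and 3 had second component scores of −54.0 and −44.9, and replicate 1 had −17.5. These 2 libraries also differed from the other 13 in a way their group did not explain. A set of 122 genes lay more than 2-fold below all other libraries in both, and 1 gene lay above. Among the 105 possible pairs of libraries the next highest number was 25, for unstimulated replicates 2 and 3. Mitochondrial ribosomal RNA made up 0.179% of counts in replicate 2 (Wilson 95% interval 0.176 to 0.182) and 0.146% in replicate 3 (0.145 to 0.148). It made up 3.17% in replicate 1 (3.16 to 3.18), and 1.82% to 4.49% over the 13 other libraries. This technical profile holds libraries of 1 group only, so no value within it can be given for any comparison. For IF 22 h, the position of replicate 1 is therefore given at genes called without it.

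**Figure D2:**
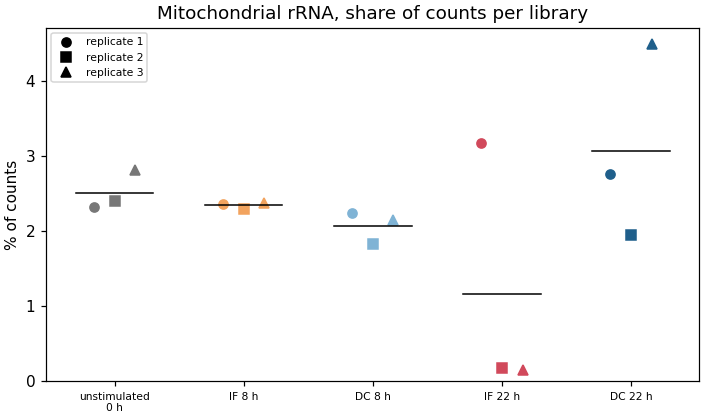
Share of counts in mitochondrial ribosomal RNA (percent of all counts, y axis) per library in each group; points are libraries, shapes mark replicates and the bar is the group mean. IF 22 h replicates 2 and 3 lie at 0.179% and 0.146%, and the other 13 libraries lie between 1.82% and 4.49%.

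The response to immunofilaments at 8 h was measured against unstimulated cells. At the threshold 840 genes differed by edgeR, 329 higher and 511 lower, and 509 of them differed by an absolute log2 fold change of at least 1. The count moved most with the threshold, to 267 genes at an adjusted p-value of 0.01, and rose to 1299 with only the groups compared in the fit. Leaving out 1 library gave 419 to 573 genes, with 419 without IF 8 h replicate 3, 452 without replicate 1, and 463, 438 and 456 without unstimulated replicates 1, 2 and 3. With library size alone as the scaling, the median log2 fold change of all genes moved from 0.02 to 0.26 and 1113 genes differed, 76.3% of them higher, against 39.2% with TMM. The corresponding medians were 0.30, 0.22 and 0.37 at DC 8 h, IF 22 h and DC 22 h, so directions are relative to the TMM scale. Tnfrsf9 (chromosome 4) was higher at 173 ± 47.4 CPM (SD, n = 3) against 4.88 ± 1.33 CPM, a log2 fold change of 5.13 ± 0.64 (SE) with an adjusted p-value of 0.000107 by edgeR. Il2ra (chromosome 2) rose by 4.54 ± 0.97 (adjusted p 0.00961) and Utf1 (chromosome 7) by 4.41 ± 0.61 (adjusted p 0.000294). Without unstimulated replicate 2 the adjusted p-value of Il2ra was 0.0529. Igfbp4 (chromosome 11) was lower at 9.79 ± 8.81 CPM against 595 ± 36.4 CPM, a log2 fold change of −5.92 ± 0.56 with an adjusted p-value of 7.68e-06. Fos (chromosome 12) changed by −5.74 ± 0.48 (adjusted p 2.40e-06) and Dtx1 (chromosome 5) by −5.29 ± 0.38 (adjusted p 3.49e-07).

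For dendritic cells at 8 h the same comparison gave 739 genes, 298 higher and 441 lower. Fits without 1 of the libraries gave 404 to 665 genes. The count was 404 without DC 8 h replicate 2, and 450, 426 and 462 without unstimulated replicates 1, 2 and 3. Fscn1 (chromosome 5), a gene of the dendritic cell list, was at 142 ± 22.9 CPM (SD, n = 3) against 2.31 ± 3.85 CPM, a log2 fold change of 6.16 ± 0.85 (SE) with an adjusted p-value of 0.000300 by edgeR. Serpine2 (chromosome 1) changed by 6.04 ± 1.22 (adjusted p 0.00597) and Lad1 (chromosome 1) by 5.52 ± 0.44 (adjusted p 1.75e-06). Serpine2 varied widely between DC libraries, at 16.3 ± 17.4 CPM. Hspa1b (chromosome 17) was at 0.353 ± 0.245 CPM against 245 ± 117 CPM, a log2 fold change of −9.49 ± 0.57 with an adjusted p-value of 9.80e-08. Its sequence is nearly that of Hspa1a, so reads of either gene can have been counted for it. Fos changed by −5.97 ± 0.47 (adjusted p 1.75e-06) and Fosb (chromosome 7) by −5.82 ± 0.89 (adjusted p 0.000797).

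Similarity of both stimuli at 8 h was measured by the genes that differed from unstimulated cells under both. Cells cultured without a stimulus were not analysed here, so genes changed by time in culture alone also count as shared. The simulations given below hold no such effect. In the same direction 427 genes passed the threshold under both stimuli, 150 higher and 277 lower, and 0 passed in opposite directions. The shared genes were 50.8% of those past the threshold with IF and 57.8% of those past it with DC. Among the 413 genes past the threshold with IF and not with DC, 22 differed in the direct comparison of IF with DC, and so did 33 of the 312 genes past it with DC and not with IF. Across 10831 genes, which are not independent replicates, the log2 fold changes of both stimuli correlated with Pearson's r of 0.675 and Spearman's rho of 0.704. Simulated groups without any change against shared controls gave a mean r of 0.490 and at most 0.517 over 20 simulations, a mean rho of 0.454 and 0 shared genes. The number of shared genes moved most with the threshold, to 153 at an adjusted p-value of 0.01, and leaving out 1 library gave 232 to 381. It was 232, 241 and 244 without unstimulated replicates 2, 1 and 3, 259 and 261 without IF 8 h replicates 1 and 3, and 284 without DC 8 h replicate 2.

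After 22 h with immunofilaments 658 genes differed from unstimulated cells, 285 higher and 373 lower. Leaving out 1 library gave 283 to 947 genes. The count was 283 without IF 22 h replicate 3, 340 without replicate 2, and 384, 327 and 332 without unstimulated replicates 1, 2 and 3. Of the 947 genes called without replicate 1, which lacks the technical profile, 943 were tested with all libraries. Replicate 1 lay outside the range of the unstimulated libraries on the side of the difference for 678 of these (71.9%). Of the 943 genes, 118 belonged to the technical profile, and replicate 1 lay outside for 25 of those 118. Replicates 2 and 3 lay outside in this way for 340 of 340 and 283 of 283 genes called without them. The unstimulated libraries helped to choose these genes, so no level expected by chance is given. Of the 658 genes, 7 belonged to the 122 genes of the technical profile, and so did 0 of the genes named here by rule. Cnih2 (chromosome 19) was at 16.97 ± 5.52 CPM (SD, n = 3) against 0.350 ± 0.485 CPM, a log2 fold change of 5.50 ± 0.95 (SE) with an adjusted p-value of 0.00230 by edgeR. It shares exonic bases with Yif1a on the opposite strand. Tnfrsf9 changed by 4.96 ± 0.64 (adjusted p 0.000177) and Nrgn (chromosome 9) by 4.86 ± 0.61 (adjusted p 0.000139). Car1 (chromosome 3) was at 0.142 ± 0.154 CPM against 22.6 ± 9.17 CPM, a log2 fold change of −6.89 ± 0.84 with an adjusted p-value of 0.000427. Jun (chromosome 4) changed by −6.85 ± 0.53 (adjusted p 6.36e-07) and Fos by −6.58 ± 0.49 (adjusted p 5.46e-07). Jun shares exonic bases with Junos on the opposite strand.

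After 22 h with dendritic cells 840 genes differed, 369 higher and 471 lower. With 1 library left out the fits gave 454 to 984 genes. The count was 540 without DC 22 h replicate 2, and 481, 454 and 485 without unstimulated replicates 1, 2 and 3. Cables1 (chromosome 18) was at 28.6 ± 24.9 CPM (SD, n = 3) against 0.388 ± 0.672 CPM, a log2 fold change of 6.44 ± 0.89 (SE) with an adjusted p-value of 0.000355 by edgeR. It shares exonic bases with an antisense gene and a microRNA on the opposite strand. Serpine2 changed by 5.43 ± 1.22 (adjusted p 0.0116) and Fscn1 by 5.42 ± 0.84 (adjusted p 0.000932). The adjusted p-value of Serpine2 was 0.0595 without unstimulated replicate 2, 0.0541 without unstimulated replicate 3 and 0.0528 without DC 22 h replicate 2. Hspa1b changed by −8.51 ± 0.52 (adjusted p 1.34e-07), Fos by −7.78 ± 0.53 (adjusted p 3.23e-07) and Fosb by −7.56 ± 1.01 (adjusted p 0.000323).

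At 22 h 310 genes changed in the same direction under both stimuli, 133 higher and 177 lower, and 4 changed in opposite directions. The shared genes were 47.1% of those past the threshold with IF and 36.9% of those past it with DC. As at 8 h, a shared change can come from the stimuli or from time in culture. In the direct comparison 85 of the 344 genes past the threshold with IF alone differed between the stimuli, and 93 of the 526 with DC alone. Across genes Pearson's r was 0.705 and Spearman's rho 0.603, against a mean r of 0.544, at most 0.575, and a mean rho of 0.483 in simulated unchanged groups. Leaving out 1 library gave 151 to 331 shared genes. The number was 170, 151 and 154 without unstimulated replicates 1, 2 and 3, and 192 and 164 without IF 22 h replicates 2 and 3.

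**Figure D3:**
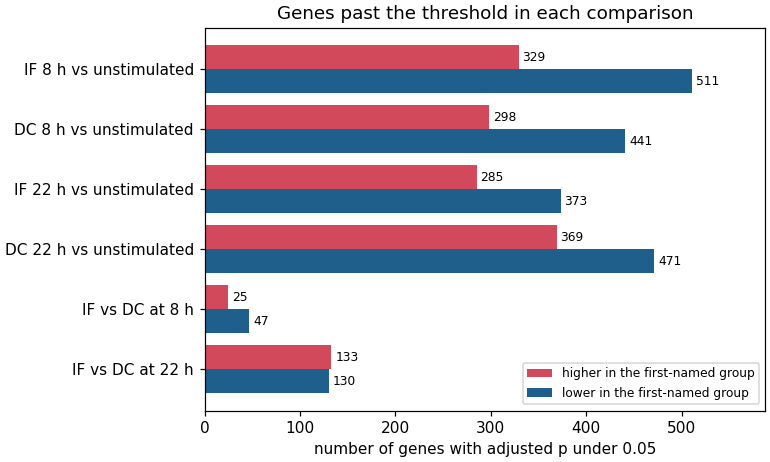
Number of genes with an edgeR adjusted p-value under the threshold (x axis) in each comparison of 2 groups (y axis), split by bars into genes higher and lower in the group named first. Each comparison with unstimulated cells has between 658 and 840 genes, and IF against DC has 72 at 8 h and 263 at 22 h.

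Differences between the stimuli were tested directly. At 8 h 72 genes differed between IF and DC, 25 higher and 47 lower in IF. Fits without 1 of the libraries gave 27 to 52 genes, with 27, 44 and 47 without IF 8 h replicates 3, 1 and 2, and 35 and 44 without DC 8 h replicates 2 and 3. Spry1 (chromosome 3) was at 23.1 ± 12.2 CPM (SD, n = 3) in IF against 1.32 ± 1.03 CPM in DC, a log2 fold change of 4.06 ± 0.65 (SE) with an adjusted p-value of 0.00593 by edgeR. It shares exonic bases with a gene on the opposite strand. Ccl4 (chromosome 11) changed by 2.88 ± 0.60 (adjusted p 0.0333) and Pou2af1 (chromosome 9), a gene of the B cell list, by 2.50 ± 0.51 (adjusted p 0.0333). Socs2 (chromosome 10) was at 0.506 ± 0.727 CPM in IF against 22.1 ± 10.0 CPM in DC, a log2 fold change of −5.44 ± 0.91 with an adjusted p-value of 0.00703. Igfbp4 changed by −3.79 ± 0.52 (adjusted p 0.00135) and Ccl22 (chromosome 8), a gene of the dendritic cell list, by −3.56 ± 0.68 (adjusted p 0.0211). In 5 of the 6 fits that left out 1 library Ccl4 had adjusted p-values of 0.0647 to 0.161, and Pou2af1 had 0.0620 to 0.139. Ccl22 had 0.0537 to 0.113 in 4 of them, 0.0526 with only the groups compared and 0.0709 after thinning. Socs2 had 0.0558 without IF 8 h replicate 1.

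At 22 h 263 genes differed between IF and DC, 133 higher and 130 lower in IF. With 1 library left out the fits gave 90 to 759 genes. The count was 90 without IF 22 h replicate 3, 99 without replicate 2, 759 without replicate 1 and 119 without DC 22 h replicate 1. Of the 759 genes called without replicate 1, this library lay outside the range of the DC libraries on the side of the difference for 449 (59.2%), while replicates 2 and 3 did so for 99 of 99 and 90 of 90. Of the 759 genes, 120 belonged to the genes of the technical profile, and so did 6 of the 263. With library size alone 268 genes differed, of which 88 (32.8%) were higher in IF, and the median log2 fold change of all genes was −0.15 against −0.02 with TMM. Without a low-count filter 34.8% of 706 genes were higher. Spry1 changed by 4.27 ± 0.64 (log2 fold change ± SE, adjusted p 0.00126), Rgs16 (chromosome 1) by 3.89 ± 0.98 (adjusted p 0.0450) and Nrgn by 3.82 ± 0.56 (adjusted p 0.00113). Nrgn was at 160 ± 72.4 CPM (SD, n = 3) in IF against 11.4 ± 7.63 CPM in DC. Cxcl10 (chromosome 5) changed by −5.34 ± 0.86 (adjusted p 0.00249), Syt6 (chromosome 3) by −4.48 ± 1.07 (adjusted p 0.0392) and Isg15 (chromosome 4) by −4.19 ± 0.55 (adjusted p 0.000521). Isg15 was at 0.579 ± 0.401 CPM in IF against 12.2 ± 0.801 CPM in DC. Rgs16, Cxcl10 and Syt6 share exonic bases with genes on the opposite strand. Rgs16 had adjusted p-values of 0.0721 to 0.163 in 4 of the 6 fits without 1 library, 0.0550 with library size alone and 0.185 with only the groups compared. Syt6 had 0.0705 to 0.189 in 4 of the 6 and 0.0722 with only the groups compared.

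Whether the IF-DC difference itself changed between 8 h and 22 h was tested by the interaction, for which 0 genes passed the threshold. The smallest adjusted p-value was 0.0819 by edgeR, and 858 genes had an unadjusted p-value under 0.05. Without IF 22 h replicate 1 the count was 279. It was 3 without DC 22 h replicate 3, 2 without IF 8 h replicate 2, and 1 without IF 8 h replicate 1 or DC 8 h replicate 2. Without a low-count filter it was 155 and with DESeq2 it was 40.

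The 12 genes of the activation panel were followed in every comparison, of which 11 were tested. Il2 had 22 counts in all libraries together and at most 7 in any of them, too few to test. Against unstimulated cells the number past the threshold over all genes was 3 at IF 8 h, 2 at DC 8 h, 4 at IF 22 h and 3 at DC 22 h. Adjusted over the list alone it was 6, 3, 6 and 4. Without a low-count filter the number over all genes was 6, 4, 7 and 5, and at IF 8 h it was 6 with only the groups compared and 1 without unstimulated replicate 2. Tnfrsf9 and Il2ra were higher in all 4 comparisons. Tnfrsf9 changed by 4.86 ± 0.64 (log2 fold change ± SE) at DC 8 h and 4.30 ± 0.62 at DC 22 h, with edgeR adjusted p-values of 0.000184 and 0.000554. Il2ra changed by 4.70 ± 0.97 at DC 8 h, 3.73 ± 0.96 at IF 22 h and 4.42 ± 0.96 at DC 22 h, with adjusted p-values of 0.00673, 0.0295 and 0.00933. At IF 22 h its adjusted p-value was 0.0660 to 0.126 in 5 of the 6 fits without 1 library, and 0.0537 after thinning. At DC 22 h it was 0.0506 and 0.0549 without unstimulated replicates 1 and 2. Irf4 (chromosome 13) was higher at IF 8 h by 3.47 ± 0.77 (adjusted p 0.0115), with 0.0567 and 0.0539 without unstimulated replicates 1 and 2. Cd69 (chromosome 6) was lower at IF 22 h by −1.96 ± 0.29 and at DC 22 h by −1.64 ± 0.28, with adjusted p-values of 0.000575 and 0.00199. Isg15 was lower at IF 22 h by −4.68 ± 0.56 (adjusted p 9.46e-05).

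Between IF and DC 0 panel genes passed at 8 h and 2 at 22 h over all genes, against 2 and 2 adjusted over the list alone. Without a low-count filter the numbers over all genes were 3 and 4, and with only the groups compared they were 1 and 1. Without DC 8 h replicate 1 the number at 8 h was 1, and without IF 22 h replicate 2 the number at 22 h was 1. The 2 genes at 22 h were Isg15 and Gzmb (chromosome 14). Gzmb was at 37.9 ± 9.62 CPM (SD, n = 3) in IF against 296 ± 259 CPM in DC, a log2 fold change of −2.96 ± 0.56 (SE) with an edgeR adjusted p-value of 0.00804. Its adjusted p-value was 0.0554 without IF 22 h replicate 2 and 0.0683 with only the groups compared. Against unstimulated cells Gzmb, at 109 ± 36.8 CPM there, did not pass over all genes, at IF 22 h by −1.52 (adjusted p 0.107) or at DC 22 h by 1.44 (adjusted p 0.110). For the interaction 0 panel genes passed over all genes and 1 adjusted over the list alone. Ifng, Myc, Il7r and Tcf7 passed over all genes in none of the 7 comparisons. Ifng shares exonic bases with another gene on the same strand.

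**Figure D4:**
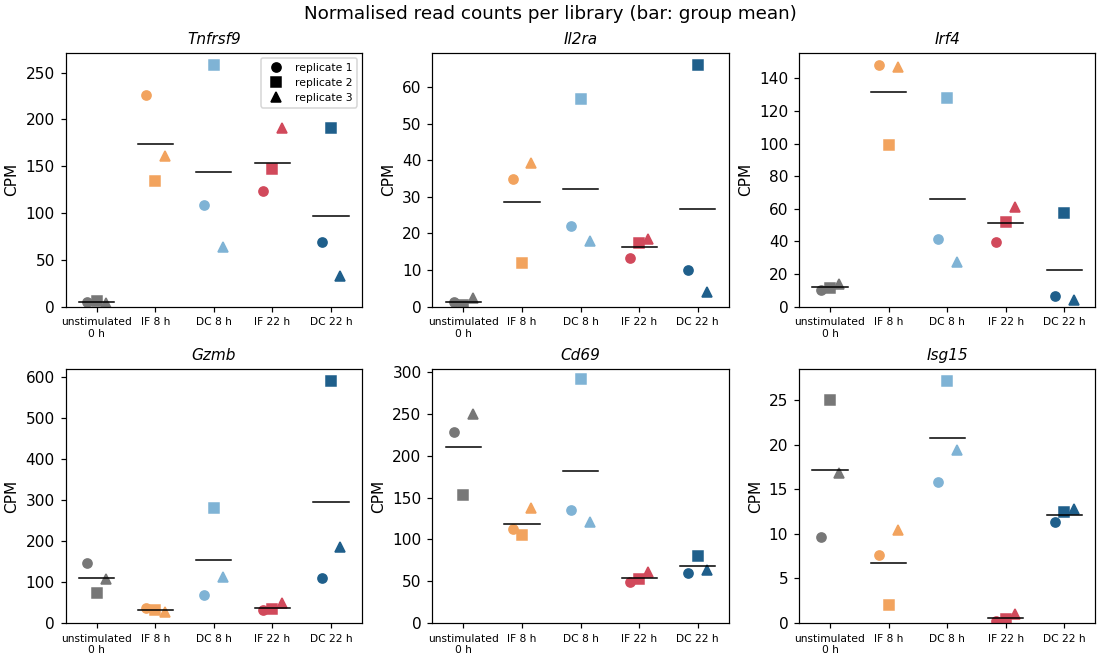
Normalised read counts (CPM, y axes from 0) of 6 panel genes per library in each group; points are libraries, shapes mark replicates and the bar is the group mean. Tnfrsf9 averages 4.88 CPM in unstimulated cells and 97.3 to 173 CPM in the stimulated groups, and DC replicate 2 is the highest DC library for Tnfrsf9, Il2ra, Irf4 and Gzmb at both times.

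The gene lists were compared with unstimulated cells, and 43 of the 91 tests of all comparisons passed the threshold by camera with a preset correlation. Of these, 19 held under fry and 7 under an estimated correlation, which moved the count most. The 7 were the interferon-stimulated list at IF 22 h against unstimulated cells and for IF against DC at 22 h, the NF-κB list at DC 8 h, and the IL-2 and STAT5 and NF-κB lists for IF against DC at both times. T cell activation genes had a median log2 fold change of 0.81 at IF 8 h (adjusted p 0.00521), 0.61 at DC 8 h (0.00883) and 0.41 at IF 22 h (0.0262), and did not pass at DC 22 h with 0.47 (0.651), all by camera. At DC 8 h the list did not pass without DC 8 h replicate 2 (0.163) or with library size alone (0.0665). At IF 22 h it did not pass without unstimulated replicate 2 (0.0595) or IF 22 h replicate 3 (median 0.24, 0.0792) or with library size alone (0.0877), and its median was 0.68 without unstimulated replicate 3. NF-κB targets had a median of 0.91 at DC 8 h (camera adjusted p 7.00e-11), with 12 of 18 genes higher and 1 lower. Their median was 0.38 at DC 22 h (0.00128), or 0.63 without unstimulated replicate 2, 0.45 at IF 8 h (0.0422) and −0.12 at IF 22 h (0.469). The IF 8 h value did not pass without unstimulated replicate 1 (median 0.27, 0.117), IF 8 h replicate 1 (0.0961) or IF 8 h replicate 3 (0.0678). IL-2 and STAT5 targets had medians of 0.51 at DC 8 h (0.0101) and 0.47 at DC 22 h (0.01004), and 0.14 at IF 8 h (0.797) and −0.05 at IF 22 h (0.469). Interferon-stimulated genes fell at IF 8 h with a median of −0.89 (3.22e-05) and at IF 22 h with −2.67 (1.07e-22), where 22 of 29 genes were lower and 0 higher. They did not pass at DC 8 h with 0.10 (0.469) or at DC 22 h with −0.20 (0.420).

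Naive and quiescent T cell genes had medians of −0.36 at IF 8 h (camera adjusted p 0.0131), −0.37 at DC 8 h (0.0203), −0.51 at IF 22 h (4.03e-05) and −0.38 at DC 22 h (0.00665). Without DC replicate 2 the median was −0.14 at DC 8 h (0.214) and −0.07 at DC 22 h (0.559), and without DC 22 h replicate 3 it was −0.68. Cell cycle genes had medians of −0.64 at IF 8 h (4.44e-04), −0.54 at DC 8 h (2.76e-04), 0.79 at IF 22 h (0.00706) and 1.33 at DC 22 h (2.66e-08), the last 0.78 without DC 22 h replicate 2. Ribosome biogenesis genes had medians of 0.71 at IF 8 h (1.32e-05), 0.52 at DC 8 h (0.00165), 0.24 at IF 22 h (0.171) and 0.54 at DC 22 h (0.00683). Without DC replicate 2 the last lists fell to 0.14 at DC 8 h (0.369) and 0.10 at DC 22 h (0.729). Cholesterol synthesis genes were higher in all 4 comparisons, with medians of 0.65, 0.73, 0.68 and 0.78 and adjusted p-values of 0.00396, 0.00292, 8.51e-05 and 0.01004 in the same order. Without DC 22 h replicate 2 the last was 0.32 (0.175). Effector molecule, glycolysis, and amino acid and ATF4 response genes passed in none of the 7 comparisons by camera, with smallest adjusted p-values of 0.124, 0.188 and 0.651. Directions of all lists past the threshold were the same with DESeq2 size factors and with library size alone.

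Between the stimuli, interferon-stimulated genes were lower in IF than in DC at 8 h with a median of −0.99 (camera adjusted p 6.28e-14; fry 0.00914) and 4 of 29 genes past the threshold. At 22 h the median was −2.11 (9.45e-31), or −2.001 with genes at the detection floor set to their bound, and 22 of 29 genes were lower and 0 higher. Rtp4 (chromosome 16) changed by −3.09 ± 0.27 at 22 h (log2 fold change ± SE, edgeR adjusted p 1.40e-05) and shares exonic bases with another gene on the same strand. IL-2 and STAT5 targets were lower in IF at 8 h with a median of −0.55 (9.89e-06), −0.34 without IF 8 h replicate 1 and −0.32 without DC 8 h replicate 2, and at 22 h with −0.69 (1.11e-05). Socs3 (chromosome 11) changed by −2.41 ± 0.32 at 8 h and −2.69 ± 0.30 at 22 h, with edgeR adjusted p-values of 0.00101 and 0.000133. NF-κB targets had medians of −0.65 at 8 h (2.56e-12) and −0.63 at 22 h (2.45e-07), each with 7 of 18 genes lower and 0 higher. Bcl3 (chromosome 7) changed by −1.91 ± 0.25 and −2.79 ± 0.26, with edgeR adjusted p-values of 0.00101 and 2.04e-05, and shares exonic bases with a gene on the opposite strand. For the NF-κB list, dendritic cell RNA in the DC libraries stays open as a source at both times. At 8 h the summed CPM differed between IF and DC by −807 for this list and −808 for the dendritic cell list. Cell cycle genes did not pass at 8 h (median 0.01, 0.939) and were lower in IF at 22 h with −0.89 (2.83e-04), which did not pass under fry (0.398) or without DC 22 h replicate 2 (median −0.25, 0.648). Dendritic cell genes were lower in IF at 8 h with −0.79 (2.67e-08), or −0.77 with genes at their bound, and did not pass at 22 h with −0.10 (0.938). B cell genes did not pass at 8 h (median 0.42, 0.666) and were higher in IF at 22 h with 2.12 (1.72e-05; fry 0.00328). T cell activation genes did not pass at 8 h with −0.04 (0.797) or at 22 h with 0.28 (0.0520).

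**Figure D5:**
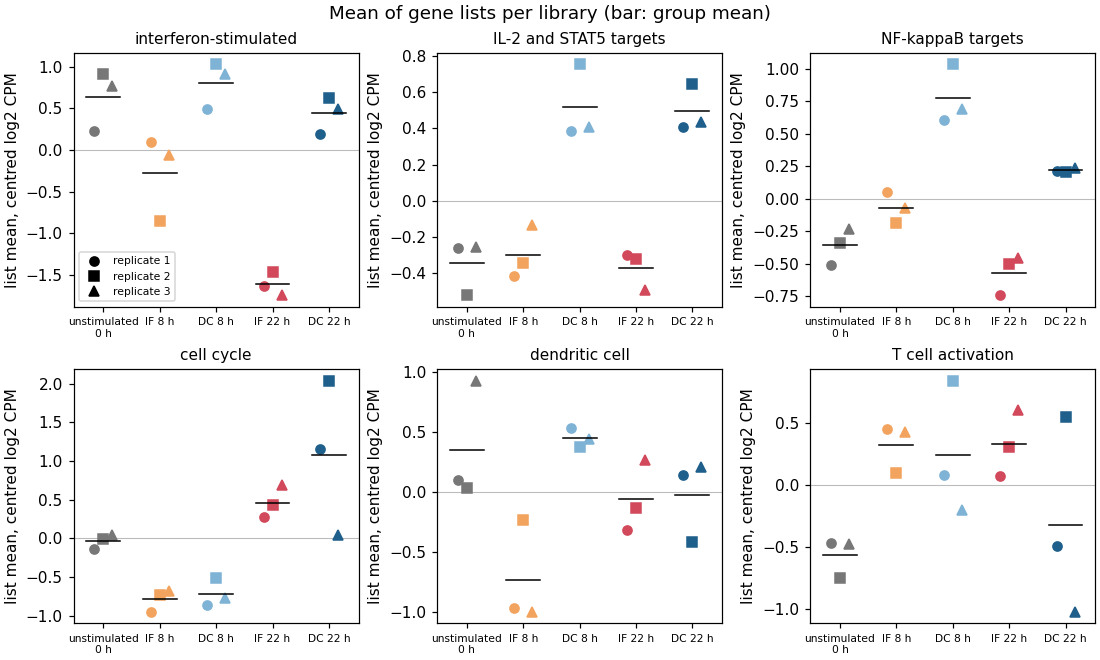
Mean log2 CPM of the genes of 6 lists, each gene centred over the 15 libraries (y axes, log2 scale), per library in each group; points are libraries, shapes mark replicates and the bar is the group mean. IF 22 h libraries lie between −1.74 and −1.46 for the interferon-stimulated list, and DC 22 h libraries lie between 0.199 and 0.623.

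Because T cells were sorted from wells with dendritic cells, the share of counts in the dendritic cell list was followed as a measure of RNA from the other cell type. It was 0.151% ± 0.0450 (SD, n = 3) in unstimulated cells, which had met no added dendritic cells. It was 0.0770% ± 0.0199 at IF 8 h and 0.162% ± 0.0223 at DC 8 h, a difference of −0.0850 percentage points without overlap of both groups (two-sided exact permutation p 0.1, adjusted over both times 0.2). At 22 h it was 0.103% ± 0.00752 in IF and 0.119% ± 0.0201 in DC, a difference of −0.0166 percentage points (exact permutation p 0.3, adjusted 0.3). With 3 libraries against 3 the test cannot give a p-value below 0.1. Over the 15 list genes under 5 CPM in every unstimulated library, which hold a small part of the list's counts, the difference at 8 h was −0.00223 percentage points. The share of these genes was 0.00359% ± 0.000378 at DC 8 h, 0.00136% ± 0.00113 at IF 8 h and 0.00109% ± 0.000387 in unstimulated cells (SD, n = 3). Fscn1, with 29 counts in unstimulated replicate 3, lay above the limit there and is not among the 15 genes. In DC 8 h replicate 1 Fscn1 had 1699 counts, and the 15 genes together had 374. Against unstimulated cells the dendritic cell list by camera had a median log2 fold change of −1.21 at IF 8 h (adjusted p 3.43e-06), −0.94 with genes at their bound and −0.80 without unstimulated replicate 3. The medians were −0.01 at DC 8 h (0.477), −0.70 at IF 22 h (0.0203) and −0.59 at DC 22 h (0.00872). The IF 22 h value did not pass without unstimulated replicate 3 (−0.40, 0.238) or IF 22 h replicate 1 (0.105), and the DC 22 h value did not pass without unstimulated replicate 3 (−0.27, 0.120). B cell genes passed at IF 22 h alone, with a median of 1.16 when genes at the detection floor were set to their bound (camera adjusted p 0.00133).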

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

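The camera and fry tests of the lists, the estimated correlation and the fits without single libraries were fixed before the data were examined. The further tests of possible sources in this part were chosen after the results were seen. In 5 gene lists the difference between IF and DC changed from 8 h to 22 h by a camera test of the interaction, although 0 single genes passed for the interaction and 858 genes had an unadjusted p-value under 0.05. With 5 lists past the threshold among 13, only the B cell list also passed under fry (adjusted p 0.0270), and none of the 5 passed with an estimated correlation.

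The interferon-stimulated list moved further down in IF against DC by a median log2 difference of −1.14 from 8 h to 22 h (camera adjusted p 1.31e-09; fry 0.0783), with 28 of 29 genes below 0. Of the 29 tested genes, 28 had at least 5 CPM in unstimulated cells and 0 belonged to another list, and 1 belonged to the genes of the technical profile of IF 22 h replicates 2 and 3. A difference in library size did not account for it, since the median was −0.950 after thinning all libraries to the smallest total. The technical profile did not account for it either: the list mean of IF 22 h replicate 1, which lacks the profile, was −1.63 on the centred log2 scale, and the lowest DC 22 h library was at 0.199. RNA carried over from dendritic cells was tested at each time. At 22 h the summed CPM of the dendritic cell list differed by −66.8 between IF and DC, within the SD of 200 CPM in DC 22 h. The summed CPM of the interferon list differed by −1581. The sum is net, since 15 of the 28 dendritic cell list genes were lower in IF and the others were not, so opposite changes cancel. It therefore does not decide how much carry-over DC 22 h held. How rich dendritic cell RNA is in the interferon list was not measured either, so carry-over stays open at 22 h. The 15 dendritic cell list genes under 5 CPM in every unstimulated library, a set without Fscn1, took 0.00269% to 0.00290% of counts in DC 22 h. In IF 22 h they took 0.00145% to 0.00239%. At 8 h the sums differed by −808 for the dendritic cell list and −692 for the interferon list, so there carry-over and a response of the T cells cannot be told apart, because the dendritic cell list moved as much. Against unstimulated cells the list fell in IF 22 h (median −2.67) and did not pass in DC 22 h (median −0.20). The measured difference therefore came from a fall with IF, with carry-over in DC 22 h left open. A candidate explanation for the 22 h difference is that interferon signalling that unstimulated cells brought from the animal was lost in culture without dendritic cells and kept up with them. Cells cultured without a stimulus, which would separate the stimulus from time in culture, were not analysed here, so this remains a hypothesis.

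The cell cycle list moved down in IF against DC by a median of −0.949 from 8 h to 22 h (camera adjusted p 0.00372; fry 0.673), with 22 of 29 genes below 0. Thinning to the smallest library gave −0.950, which argued against library size. The difference depended on single libraries: without DC 22 h replicate 2 the median was −0.25 and the camera adjusted p-value 0.749, and without IF 22 h replicate 1 the median was −0.84 with 0.0746. DC 22 h replicate 2 had the highest cell cycle list mean of the DC 22 h libraries, at 2.04 against 1.16 and 0.0398 on the centred log2 scale. Replicate 1, at 1.16, also lay above the IF 22 h libraries, at 0.271 to 0.685, and replicate 3 lay below them. The difference over time may therefore rest largely on replicate 2. Without replicate 2, IF against DC at 22 h did not pass either (median −0.25, camera adjusted p 0.648). With fewer libraries left, these fits do not exclude a smaller biological difference between the stimuli.

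The ribosome biogenesis list moved down by a median of −0.350 (camera adjusted p 0.00535; fry 0.727), with 25 of 26 genes below 0. Thinning gave −0.409, which argued against library size. Without DC 22 h replicate 2 the median was 0.07 and the camera adjusted p-value 0.817, so this difference may also rest on that library. The median was −0.13 without DC 8 h replicate 3 (adjusted p 0.306), −0.23 without IF 8 h replicate 1 (0.0552), −0.22 without DC 8 h replicate 1, −0.76 without DC 8 h replicate 2 and −0.60 without DC 22 h replicate 3, by camera throughout. Each of these fits left out 1 library, and leaving out several of them together was not tested.

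The dendritic cell list moved up in IF against DC by a median of 1.32 (camera adjusted p 2.57e-06; fry 0.0605), because it was lower in IF at 8 h and did not differ past the threshold at 22 h. The median was 0.59 without IF 22 h replicate 3. Thinning gave 0.838, with 23 of the 28 genes left to test, so library size did not account for all of it. A part due to library size stays open, because the median fell and genes were lost. Carry-over from dendritic cells at 8 h was tested by the list genes lower in IF than in DC, which were 21 of 28. Of the 28 genes, 19 had at least 5 CPM in unstimulated cells, and DC 8 h did not lie above unstimulated cells in the list (median −0.01). Of the 9 list genes with a mean of at least 100 CPM in any of the groups at 0 h and 8 h, 8 were lower on average in IF 8 h than in DC 8 h, and Ppt1 was higher (147 ± 29.0 CPM against 112 ± 14.8 CPM). Against unstimulated cells these genes went both ways in DC 8 h, 5 higher and 4 lower on average. The genes named here were chosen after their values were seen. H2-Eb1 was at 272 ± 114 CPM in DC 8 h, 47.0 ± 37.9 CPM in IF 8 h and 197 ± 122 CPM in unstimulated cells (SD, n = 3), and Cd74 was at 118 ± 5.73, 32.4 ± 24.01 and 95.7 ± 45.7 CPM in the same order. Cst3 was at 145 ± 29.4, 84.7 ± 9.16 and 222 ± 61.8 CPM and H2-Ab1 at 107 ± 17.4, 47.0 ± 25.6 and 228 ± 142 CPM, both lower on average in DC 8 h than in unstimulated cells. Cd74 shares exonic bases with a microRNA on the same strand and Ppt1 with a gene on the opposite strand. Fscn1 was at 142 ± 22.9 CPM in DC 8 h and at most 3 counts in any IF 8 h library. The 15 genes under 5 CPM in every unstimulated library do not include Fscn1. Their share of counts was 0.00316% to 0.00382% at DC 8 h and 0.000804% to 0.00153% in unstimulated cells, a difference in means of 0.00250 percentage points. Loss in IF of other cells that the starting population held cannot raise DC 8 h above unstimulated cells, so it was not the whole cause in these genes. Unstimulated cells had the lowest mean partly by that choice, but IF 8 h, which had no part in it, lay at 0.000437% to 0.00263%. For the genes with a higher baseline such a loss stays open. Dendritic cell RNA in the sorted cells and expression by the T cells themselves cannot be told apart, because both would raise these genes in DC 8 h.

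The B cell list moved up in IF against DC by a median of 1.39 (camera adjusted p 6.49e-05; fry 0.0270), with 8 of 9 genes above 0. Thinning gave 1.39 over the 6 genes left. The list mean of IF 22 h replicate 1 was 1.32 on the centred log2 scale, and the DC 22 h libraries lay between −1.23 and −0.136, so the technical profile of replicates 2 and 3 did not account for it. Leaving out 1 library moved the median to 2.14 without IF 8 h replicate 2, 2.19 without DC 22 h replicate 1 and 0.86 without DC 22 h replicate 2, each still past the threshold. B cells among the sorted cells were tested by the list genes higher in IF than in DC at 22 h, which were 8 of 9. Only 3 of the 9 genes had at least 5 CPM in unstimulated cells. Cd79b was at 14.2 ± 3.04 CPM at IF 22 h, 7.76 ± 3.19 CPM at DC 22 h and 16.2 ± 3.89 CPM in unstimulated cells (SD, n = 3). Cd74, another abundant B cell transcript, was at 57.9 ± 18.9, 65.2 ± 10.5 and 95.7 ± 45.7 CPM in the same order. Pou2af1 was at 71.0 ± 21.7 CPM at IF 22 h against 5.26 ± 3.75 CPM at DC 22 h. A small share of B cells that survived with IF and expression of some of these genes by T cells cannot be told apart, because most of the list lay near the detection floor.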

How the results depend on the processing

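Among the recomputed counts, correlations and shares, 154 values stayed within the limits set for them and 98 moved. These limits concern size only and do not test direction. DESeq2 size factors, the replicate block alone or with DESeq2 size factors, and leaving out mitochondrial genes moved none of the values recomputed with them. Leaving out genes with an A-rich stretch, added after seeing the data, was run for 3 counts only and moved none of these. It gave 492 genes at IF 22 h against 658 in the main fit, 195 against 263 for IF against DC at 22 h, and 0 for the interaction. Changes of this size counted as within the limits.

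DESeq2 gave 1269, 1175, 1066 and 1267 genes for IF 8 h, DC 8 h, IF 22 h and DC 22 h against unstimulated cells, 195 and 563 for IF against DC at 8 h and 22 h, 40 for the interaction, and 685 and 517 shared genes at 8 h and 22 h. In simulated data DESeq2 made 14.5% false calls at the same threshold and edgeR 5.65%, so part of the added calls can be false. An adjusted p-value of 0.01 gave 267, 307, 251, 335, 25 and 89 genes, and 153 and 106 shared genes. Requiring an absolute log2 fold change of at least 1 gave 509 at IF 8 h, 474 at DC 8 h, 489 at DC 22 h, and 228 and 194 shared genes. Both are stricter by construction. Without a low-count filter 17123 genes were tested and 1129 were called at DC 8 h, 1101 at IF 22 h, 1278 at DC 22 h, 215 and 706 for IF against DC, 155 for the interaction, and 661 and 527 shared genes. The correlations across genes were then 0.554 at 8 h and 0.624 at 22 h. Library size alone gave 1586 at DC 22 h and 501 shared genes at 22 h. The median log2 fold change of all genes was then 0.37 at DC 22 h, a shift that by itself moves genes to the higher side. With only the groups compared in the fit the counts were 1299 at IF 8 h, 993 at IF 22 h, 517 at DC 22 h, 47 and 70 for IF against DC, and the correlation at 8 h was 0.796. For IF 8 h and IF 22 h these were more genes with fewer libraries, and the cause was not tested. The correlation at 8 h was 0.747 after thinning and 0.805 at a mean of at least 10 CPM, where weakly expressed genes were left out. For thinning the cause was not tested.

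Leaving out each library in turn gave 419 to 573 genes at IF 8 h, 404 to 665 at DC 8 h, 283 to 947 at IF 22 h, 454 to 984 at DC 22 h, 27 to 52 for IF against DC at 8 h, 90 to 759 at 22 h and 0 to 279 for the interaction. Shared genes ran from 232 to 381 at 8 h and from 151 to 331 at 22 h, with correlations of 0.566 to 0.728 and 0.625 to 0.771. Fewer libraries by themselves lower such counts. The highest values for IF against DC at 22 h and the interaction, 759 and 279, were without IF 22 h replicate 1, which leaves only the libraries with the technical profile in that group, and the counts then mix the profile with the stimulus.

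Among the gene lists 43 passed with the preset correlation, 19 of them under fry and 7 with an estimated correlation, which both allow for correlation between genes of a list. Leaving out 1 library gave 41 to 48. Over the single lists 464 results kept their direction and side of the threshold and 81 kept the direction only. The only reversal, without DC 22 h replicate 2, was the ribosome biogenesis interaction, at 0.0715 against −0.350, and over all such fits its median ran from −0.764 to 0.0715. The difference in the share of counts in the dendritic cell list was −0.00223 and −0.000985 percentage points at 8 h and 22 h over genes under 5 CPM in every unstimulated library. That set leaves out Fscn1. The difference was −0.0293 at 8 h without Cd74 and the H2 genes. Leaving out 1 library gave −0.0974 to −0.0757 at 8 h and −0.0282 to −0.0107 at 22 h. For named genes 591 results kept their direction and side of the threshold and 46 kept the direction only. Numbers of panel genes past the threshold stayed within the limits in 72 results and moved in 12, of which 6 were without a low-count filter.

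Replicate numbers were not established as pairs. Of 30 same-numbered pairs of libraries from different groups, 5 had a correlation above 0.1 across 3709 genes after removing group means, with values from −0.425 to 0.754 and a median of 0.0151. The sample titles write the numbers as Don1 to Don3 and do not say what they stand for. Between DC 8 h and DC 22 h all 3 same-numbered pairs lay above 0.1, at 0.408, 0.754 and 0.606 for replicates 1, 2 and 3. Replicates 1 and 3 correlated about as much across numbers, at 0.446 (DC 8 h replicate 1 with DC 22 h replicate 3) and 0.415 (the reverse), so the link over time sets replicate 2 apart from the other 2 and does not separate all numbers. With the replicate block the counts were 767, 714, 638 and 785 genes against unstimulated cells, 54 and 245 for IF against DC and 0 for the interaction, and Syt6 had an adjusted p-value of 0.0823 by edgeR for IF against DC at 22 h.

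Depth limited genes with few counts. After thinning every library to 2892874 counts, 9531 genes could be tested, and 743, 668, 558, 758, 78, 230 and 0 genes passed in the 7 comparisons. Il2, with 22 counts in all, was not testable at this depth.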

Other observations

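One test in this part, on A-rich stretches, was chosen before its result was seen, and the others after the pattern they address was known. Other splits of the samples gave as many genes past the edgeR threshold as the real one in 1 of 10 splits, the real one itself, for each of the 6 comparisons of 2 groups: IF 8 h, DC 8 h, IF 22 h and DC 22 h against unstimulated cells and IF against DC at 8 h and 22 h. With 3 libraries against 3 this share cannot fall below 0.1, so it decides nothing. In the 5 comparisons other than IF against DC at 22 h every other split gave 0 genes, with at most 587, 512, 689, 827 and 1059 genes at an unadjusted p-value under 0.05, against 2484, 2261, 2225, 2405 and 896 for the real split. For IF against DC at 22 h a split that put IF 22 h replicates 2 and 3 with DC 22 h replicate 2 gave 130 genes against 263, and 1717 genes at an unadjusted p-value under 0.05 against 1656. That split keeps the 2 libraries with the technical profile together, but DC 22 h replicate 2 lacks the profile, with 1.95% mitochondrial ribosomal RNA. In the activation list the 3 libraries lay at 0.308, 0.602 and 0.544 on the centred log2 scale, above the other 3 at 0.0732, −0.494 and −1.02. Which of these differences the split follows was not tested. At 8 h the split with 1059 genes put DC 8 h replicate 2 with IF 8 h replicates 1 and 3. For the interaction, where the real split gave 0 genes, 100 of 100 splits gave as many, which a count of 0 fixes in advance. At an unadjusted p-value under 0.05, 18 of the 100, the real one included, gave as many as the real 858. Splits can carry the IF-DC difference itself into the interaction, so this gives no level expected by chance. The split with real groups at 8 h and exchanged groups at 22 h gave 348 genes, and 1596 at an unadjusted p-value under 0.05.

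The technical profile of IF 22 h replicates 2 and 3, 122 genes more than 2-fold below all other 13 libraries, was tested for its source. Among the 118 of these genes found in the reference, 69.5% held an A-rich stretch inside a transcript. In 10000 random sets matched on expression and length the median was 34.7% and the largest 50.8%. Reverse transcription from oligo-dT primers can start inside transcripts at such stretches, so a candidate explanation is less internal priming in these libraries. The mitochondrial ribosomal genes, which fell most in CPM, held no stretch by this definition. A loss of long transcripts was tested over the 1077 genes with the longest transcripts. The 460 of these genes without a stretch were higher by a median of 0.0498 on the log2 scale in replicates 2 and 3 than in the 12 libraries of other groups, and the 617 with a stretch changed by −0.16. Length alone therefore did not account for it, although the median length of the 122 genes, 4985 nt, was above the median of random sets, 3360.5 nt. Sequencing depth did not account for it, since 97 of the 122 genes stayed as far below after thinning. A response to immunofilaments was tested on 128 genes chosen without replicate 1, where replicates 2 and 3 lay at −3.02 against DC 22 h on the log2 scale and replicate 1 at 0.0163, with 116 of the 128 within or above the range of the other groups. A response to IF at 22 h therefore did not account for it. What differed in the handling of these libraries was not stated.

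The IL-2 and STAT5 list was lower in IF than in DC at both times, although interleukin-2 was part of the immunofilaments. Of its 23 genes, 13 had at least 5 CPM in unstimulated cells and 6 belonged to another list. Pim1 belonged to the genes of the technical profile, at 277, 50.2 and 26.2 CPM in IF 22 h replicates 1, 2 and 3. It therefore adds to the difference of this list at 22 h, and it shares exonic bases with a gene on the opposite strand. Cish was at 64.2 ± 44.2 CPM at DC 8 h and 46.2 ± 30.6 CPM at DC 22 h, against 7.89 ± 3.47 CPM and 3.40 ± 1.32 CPM in IF and 4.22 ± 0.302 CPM in unstimulated cells (SD, n = 3). It shares exonic bases with genes on the opposite strand. The technical profile was tested by replicate 1 of IF 22 h, whose list mean was −0.301 on the centred log2 scale, below the lowest DC 22 h library at 0.406. Carry-over of dendritic cell RNA at 22 h was tested by the ratio of summed CPM differences, dendritic cell list over this list. It was 0.0558. The dendritic cell list went both ways, with 15 of 28 genes lower in IF, so opposite changes cancel in its sum and the ratio does not decide. Carry-over at 22 h stays open here too. At 8 h the sums differed by −808 for the dendritic cell list and −523 for this list, a ratio of 1.54, so there carry-over and a response of the T cells cannot be told apart, because the dendritic cell list moved more. At 8 h the median was −0.34 without IF 8 h replicate 1 and −0.32 without DC 8 h replicate 2, both still past the threshold. A candidate explanation for the 22 h difference is that cytokine signalling through STAT5 was weaker with the interleukin-2 on immunofilaments at this dose than with dendritic cells. The protein and its signalling were not measured, so this is a hypothesis.

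In the DC groups replicate 2 lay above replicates 1 and 3 in the T cell activation list at both times, at 0.839 against 0.0785 and −0.199 at 8 h and 0.544 against −0.494 and −1.02 at 22 h on the centred log2 scale. Depth did not account for it: after thinning the smaller gap to the next DC replicate was 0.703. Dendritic cell RNA did not account for it either, since replicate 2 lay below the higher of the other DC replicates in the dendritic cell list by at least 0.16 (larger of both differences −0.162). An exchange with an IF library was tested on genes called between IF and DC at 22 h without replicate 2, where it lay nearer to DC for 69.1% (183 of 265), and for 31 of 35 genes at 8 h. A larger share of responding cells may be the source. Over the 329 genes raised by IF at 8 h replicate 2 lay higher than the other DC 8 h replicates by a median of 0.163, and over the 511 genes lowered by IF the median was −0.199. A single library at each time cannot be told apart from a stronger response in every cell, because bulk counts hold no value per cell.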
